A study of Arabidopsis thaliana with 8 samples. Its data were reported in "LEAFY is a pioneer transcription factor and licenses cell reprogramming to floral fate" (2021).

How the data were processed

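The data were micrococcal nuclease (MNase) sequencing libraries from Arabidopsis thaliana of the Landsberg erecta background. MNase cuts DNA that is not wrapped in a nucleosome, so that sequenced fragments of nucleosome size mark where nucleosomes sat. Per the labels, 8 libraries were made, 2 for each combination of a low or high MNase digest with a mock or dexamethasone (dex) treatment of 1 h, given to root explants held on callus-inducing medium for up to 5 days.

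Per the study's methods, the authors mapped read pairs to the TAIR10 genome with bowtie, kept pairs with a single best position, and called significant nucleosomes with DANPOS, a program that smooths the fragment coverage and tests each summit against a background. The call was made on the replicates, except that those of low digest dex were pooled before the call; how replicates were combined for the other lists is not stated further. One deposited list per condition was used here, 4 lists in all, with no values per replicate. The lists are labelled as pooled. Every line of a list is an interval of 140 bp with the signal at its summit, the occupancy value that the authors' caller gave. The deposited occupancy signal is a property of each nucleosome in its own list, and it was used only to describe, rank or filter nucleosomes within that list, since the scaling between lists is not stated. In the low digest dex list, 100% of the occupancy values were whole multiples of 8, whereas the other lists held 0% such values. The lists give no read numbers, so the depth behind each nucleosome is unknown, and longer lists cannot be told from deeper sequencing.

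Lists were assigned to conditions by their file labels. The name field inside the list labelled high digest dex reads as a low digest dex library, and for this reason it is called the list named high digest dex throughout. No column of per-sample values was left unused. Comparisons between conditions carry no test, because each condition is represented by 1 list. The tests that were run ask whether positions within a list, or positions in a pair of lists, depart from chance placement, and nucleosomes are not biological replicates.

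Coordinates are those of TAIR10. The reference sequence and annotation were TAIR10.1 with the RefSeq gene models, whose 5 nuclear chromosomes have the lengths and sequence positions of TAIR10 (119 Mb in all). Interval starts were read as counting from 0 and are printed counting from 1. If the lists instead count from 1, each interval shifts by 1 bp. The mitochondrial sequence of the reference differs from that of TAIR10, so calls on the mitochondrial chromosome were counted and compared between lists but not annotated. Landsberg erecta reads were placed on the Columbia reference, and loci where both genomes differ were not examined separately.

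The overlap of each of the 6 pairs of lists was measured as the Jaccard index, the number of bases covered by both lists divided by the number covered by either. Its chance level came from 999 shifts of one whole list by 1 to 20 kb in either direction (seeded). Shifts keep the spacing and regional density of a list. They break its register with the other list, and also with genes and base composition. An excess over shifts can therefore come from a shared preference for coding sequence as well as from shared positions. The smallest one-sided p-value such shifts can give is 0.001, and the smallest two-sided one is 0.002. A nucleosome was counted as recovered in another list when at least 50% of its bases were covered there. Shares carry Wilson 95% intervals, which cover counting error only, and their chance level is the mean of 99 shifts. For the LFY core motif CCANTGG, in which N is any base, the center base of each site was looked up in each list, and the share covered was compared with 999 shifts. The ratio of observed to shifted coverage was then ranked among 11 control palindromes of the same or complementary base composition, each against 199 shifts; with 12 palindromes the smallest exact two-sided rank p-value is 0.167. Around the starts of 27444 protein-coding genes, the share of starts covered was computed every 10 bp from -1000 to 1000 bp. The height of the first nucleosome was taken as the highest coverage from 0 to 300 bp downstream, and compared with the same maximum in 999 shifts. Because coverage formed a broad plateau there, the distance of the maximum marks the top of the plateau rather than a nucleosome center. Spacing was the distance between centers of neighboring nucleosomes, with its mode sought between 100 and 300 bp in steps of 10 bp. Nucleosomes listed after one digest only were compared with shared ones for lying in the 300 bp upstream of a gene start by Fisher's exact test, with odds ratios and Woolf 95% intervals, and by Mantel-Haenszel odds ratios within 10 bins of equal size by occupancy or GC content. Several of the Fisher p-values were smaller than the smallest number the computation can hold, so that intervals are given in their place. Adjusted p-values are Benjamini-Hochberg values within each family of tests.

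Alternatives covered the overlap that counts as shared (1 bp or 80%), equal list sizes (the 242336 highest occupancies of every list), the higher 50% of each list by occupancy, rotation of whole chromosomes (99 rotations) in place of shifts, chromosome arms only (100 kb bins above the lowest 25% in gene density, 199 shifts), the longer motif ACCANTGGT, motif sites near gene starts, the middle 73 bp of each nucleosome, a narrower upstream window of 150 bp, and genes with no other gene within 1 kb upstream (99 shifts for the gene-start alternatives). Groups, tests, alternatives and the rule for named loci were choices made before the data were examined, apart from the tests that the closing parts mark as chosen later. Those include the bins of occupancy and, for nucleosomes listed only after high digest, the bins of GC content. The rule names the loci that the study examined singly (AP1, RAX1, ACT7, LSH2 and ACR7), the LFY site at AP1 located by its sequence, and the 3 nucleosomes of highest occupancy in each list. Where more than 3 shared the highest value, those with the lowest start coordinates were taken. The peaks of LFY binding were not used here, so that motif sites stand for potential and not for bound sites.

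The computations were tested on simulated data. With 60% of 20000 nucleosomes copied between a pair of simulated lists, 60.6% were recovered after allowing for chance. For 40 pairs of unrelated simulated lists, the overlap averaged 1.001 times the shift mean, and 2 pairs passed the threshold of the test. Simulated nucleosomes were placed at random, without genes or base composition. These pairs therefore do not test the shifts for lists that share a preference for coding sequence. A stratified odds ratio with a true value of 1 came out at 0.98. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.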

Results

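To ask where nucleosomes lie before and after the transcription factor LEAFY (LFY) enters the nucleus, MNase-seq was carried out in root explants that carry LFY fused to the hormone-binding domain of the glucocorticoid receptor (LFY-GR). The fusion protein stays outside the nucleus until the steroid dexamethasone is applied, so that mock treatment shows chromatin without and dex treatment chromatin with nuclear LFY. A low digest keeps 'fragile' nucleosomes, which are lost when more MNase is used, and the high digest is the standard one. The 8 libraries, 2 per condition, were represented by 4 lists of significant nucleosomes, 1 per condition. No spread between replicates could therefore be computed for any value below, and differences between lists have no replicate check.

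On the 5 nuclear chromosomes, 316733 nucleosomes were listed for low digest mock, 242336 for low digest dex, 482098 for high digest mock and 376240 for the list named high digest dex. These lists covered 36.1%, 27.9%, 54.4% and 42.7% of the nuclear genome, in that order. The dex list was 0.765 times as long as the mock list at low digest and 0.780 times as long at high digest. The high digest list was 1.52 times as long as the low digest list in mock and 1.55 times as long in dex. Because the number of reads behind each list is unknown, these ratios cannot be assigned to treatment or digest. No interval was repeated within a list. A share of 15.3% of the nuclear genome was covered in all 4 lists, and 34.7% was covered in none.

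Nucleosomes were concentrated in coding sequence. Their centers fell in coding sequence in 59.4% of cases for low digest mock, 52.2% for low digest dex, 43.2% for high digest mock and 54.9% for the list named high digest dex, whereas coding sequence makes up 28.3% of the nuclear genome. With equal list sizes the shares were 62.9%, 52.2%, 60.5% and 68.7%, in that order, so that low digest dex was lowest in place of high digest mock. With all nucleosomes, regions within 1 kb upstream of protein-coding genes held 7.61%, 9.75%, 10.2% and 7.55% of nucleosomes, below their 14.0% of the genome in all 4 lists. At equal list sizes these shares were 7.64%, 9.75%, 5.98% and 4.57%, so that high digest mock fell from the highest to below both low digest lists. The median GC content of all listed nucleosomes was 42.1%, 40.7%, 38.6% and 40.7%, against 36.0% for the nuclear genome.

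The first comparison asks whether treatments and digests share nucleosome positions. All 6 pairs of lists overlapped more than chance placement (one-sided permutation p-value 0.001 for each pair, the smallest that the shifts can give, and 0.001 after adjustment over the 6 pairs). Low digest mock and low digest dex had a Jaccard index of 0.446, against a shift mean of 0.209 (SD over shifts 0.00480). For high digest mock and the list named high digest dex the index was 0.579, with a shift mean of 0.346 (SD 0.00724). Between digests, the index was 0.495 in mock (shift mean 0.306) and 0.422 in dex (shift mean 0.226). Across both factors, low digest mock and the list named high digest dex had the highest index of the 6 pairs, 0.615 (shift mean 0.270), and low digest dex with high digest mock had the lowest, 0.388 (shift mean 0.251). The alternative that moved the ratio to chance most was the use of equal list sizes, under which high digest mock and the list named high digest dex reached 2.58 times the shift mean in place of 1.68 times.

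**Figure D1:**
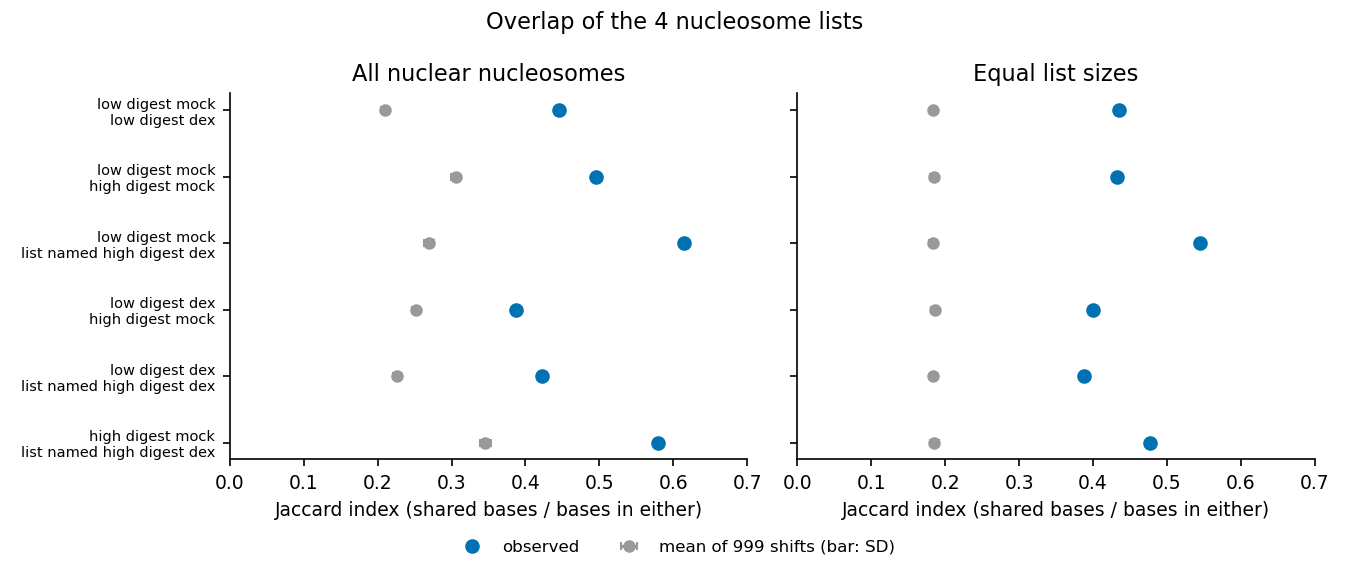
Jaccard index (bases covered by both lists over bases covered by either, no unit) of the 6 pairs of nucleosome lists, with all nucleosomes on the left and with equal list sizes on the right. Blue points are observed values, gray points the mean of the shifts with their SD as bars; every observed value lies above its shift mean, and the pair of low digest mock and the list named high digest dex is highest at 0.615 and 0.544.

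Between treatments at low digest, 61.5% of mock nucleosomes were recovered in dex (Wilson 95% interval 61.4 to 61.7%), compared with 32.9% under shifts, and 80% of dex nucleosomes were recovered in mock (79.8 to 80.2%), compared with 43.4% under shifts. At high digest, 73% of mock nucleosomes were recovered in the list named high digest dex (72.9 to 73.1%, shifts 50.6%), and 92.5% in the opposite direction (92.4 to 92.6%, shifts 65.1%). Between digests in mock, 92.7% of low digest nucleosomes were recovered at high digest (92.6 to 92.8%, shifts 65.4%) and 61.8% of high digest nucleosomes at low digest (61.7 to 62.0%, shifts 42.6%). In dex, 85.2% of low digest nucleosomes were recovered in the list named high digest dex (85.0 to 85.3%, shifts 51.4%) and 55.5% in the opposite direction (55.3 to 55.6%, shifts 32.7%). Within each pair, the share was higher in the direction in which the longer list was searched. With equal list sizes the 4 shares between treatments ran from 68.5% to 72.8%, and the 4 between digests from 63.5% to 68.7%. Requiring 80% overlap moved the shares most, down to 56.5% for low digest dex nucleosomes in the list named high digest dex.

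Nucleosomes were next aligned at the starts of protein-coding genes, which the study used to judge the digests. Coverage was lowest upstream of the start and rose to a plateau within the gene in all 4 lists. In low digest mock, 22.0% of gene starts were covered at the lowest point, at -220 bp, and 52.7% at the highest point in the first 300 bp of the gene, at 280 bp. In low digest dex the lowest coverage was 20.9% at -230 bp and the highest 36.7% at 270 bp. In high digest mock the values were 38.0% at -40 bp and 71.8% at 290 bp, and in the list named high digest dex 26.1% at -180 bp and 63.6% at 280 bp. The highest coverage exceeded the same maximum under shifts by 1.33, 1.17, 1.22 and 1.37 times, in the same order of lists (one-sided permutation p-value 0.001 for each, the smallest possible, and 0.001 after adjustment over the 4 lists). Taking the higher 50% of each list by occupancy moved this ratio most, to 1.61 for the list named high digest dex. Shifts also move a list off genes, so these ratios do not separate a positioned nucleosome from higher coverage within genes.

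At the start itself, 32.7% of gene starts were covered in low digest mock, 27.3% in low digest dex, 40.1% in high digest mock and 32.8% in the list named high digest dex when all nucleosomes were used. With equal list sizes, which keep the highest occupancies and leave low digest dex whole, the order changed, and 24.8% of gene starts were covered in low digest mock and 27.3% in low digest dex, against 11.9% in high digest mock and 11.9% in the list named high digest dex. The lowest coverage was 17.2% and 20.9% at low digest, and 9.20% and 8.80% at high digest.

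**Figure D2:**
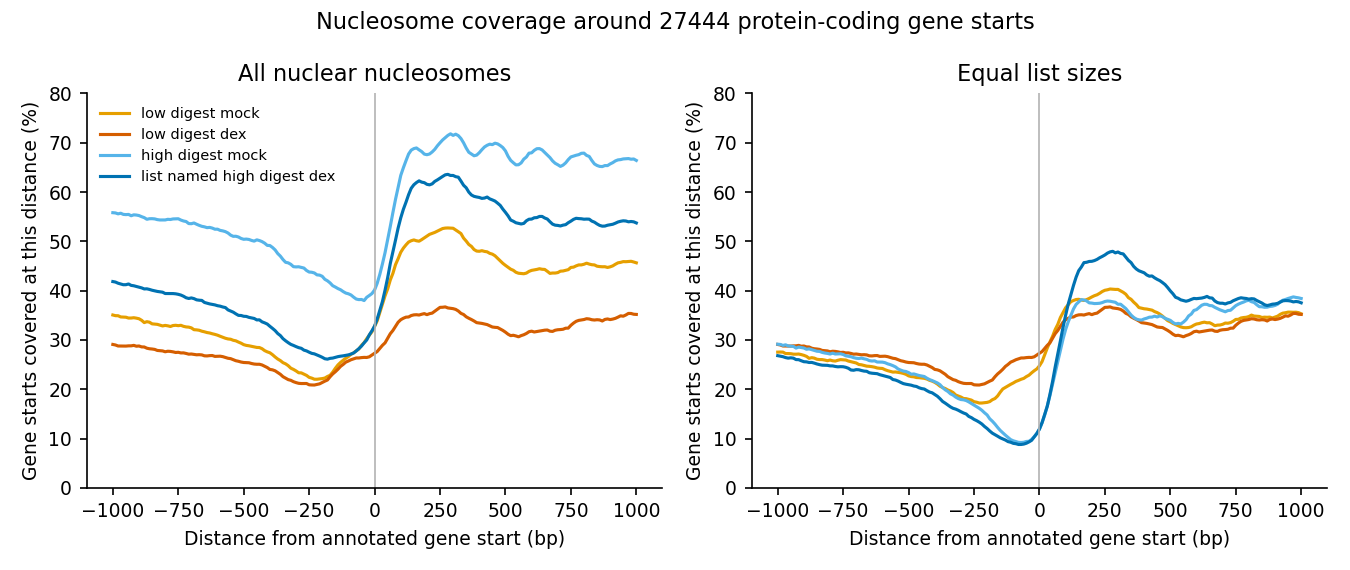
Share of 27444 protein-coding gene starts covered by a listed nucleosome (percent, vertical axis) at each distance from the start (bp, horizontal axis; negative is upstream), for the 4 lists as lines, with all nucleosomes on the left and equal list sizes on the right. With equal list sizes the low digest lists cover 24.8% and 27.3% of starts at distance 0, and both high digest lists cover 11.9%.

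The most frequent distance between centers of neighboring nucleosomes was 160 bp in all 4 lists. The mean of the distances between 140 and 250 bp was 188 bp for low digest mock, 189 bp for low digest dex, 184 bp for high digest mock and 187 bp for the list named high digest dex. The fixed window confines this mean, which is therefore a weak measure of spacing. Among the higher 50% of low digest mock by occupancy, the mode was 180 bp. In the whole low digest mock list, 160 bp held 4.75% of distances and 180 bp 4.57%.

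To find nucleosomes sensitive to MNase, those listed only after low digest were compared with those shared with the high digest list of the same treatment. In dex the latter was the list named high digest dex. Its name field reads as a low digest dex library, so the dex values here and in the next paragraph may not compare digests. In mock, 23177 nucleosomes were listed only after low digest, of which 12% lay in the 300 bp upstream of a gene start, against 3.91% of the 293556 shared ones (odds ratio 3.35, 95% interval 3.20 to 3.5). In dex, 35926 nucleosomes were listed only after low digest, of which 10.3% lay in this window, against 4.72% of the 206410 shared ones (odds ratio 2.31, 95% interval 2.22 to 2.40). Counting as shared any nucleosome with 1 bp of overlap moved the mock value most, to an odds ratio of 8.22. With equal list sizes the odds ratios were 3.96 in mock and 3.89 in dex, so that the gap between treatments closed. Within bins of equal GC content the odds ratio was 2.95 (2.83 to 3.09) in mock and 1.42 (1.36 to 1.48) in dex. Low-only nucleosomes had a median GC content of 40.7% in mock and 35.7% in dex, compared with 42.1% and 41.4% for shared ones. The intervals treat nucleosomes as independent and describe these lists, not the conditions.

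In the opposite direction, 6.82% of the nucleosomes listed only after high digest in mock lay in the upstream window, against 3.91% of shared ones (odds ratio 1.80, 95% interval 1.7495 to 1.843). In dex the shares were 3.71% and 4.63% (odds ratio 0.794, 95% interval 0.768 to 0.820). Within bins of GC content, a comparison chosen after these values were seen, both odds ratios lay below 1. They were 0.743 (0.718 to 0.769) in mock and 0.640 (0.619 to 0.662) in dex.

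**Figure D3:**
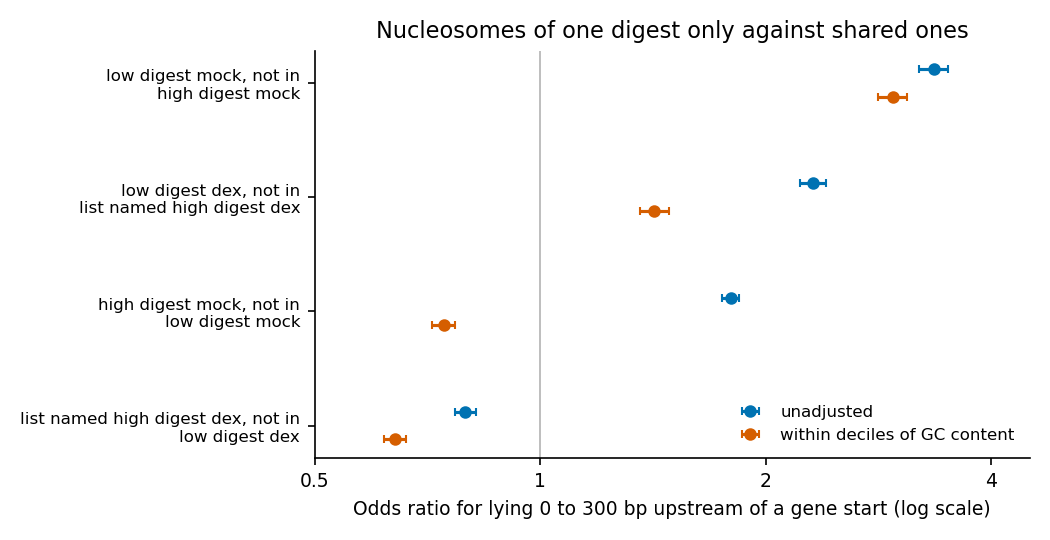
Odds ratios (log scale) for lying in the 300 bp upstream of a gene start, comparing nucleosomes of one digest only with shared ones, for 4 pairs of lists. Points are odds ratios with 95% intervals as bars, blue without adjustment and orange within bins of GC content; the high digest mock value moves from 1.80 to 0.743, and both low digest values stay above 1.

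The LFY core motif CCANTGG occurred at 19611 sites of the nuclear genome. Of these, 53.8% were covered by a nucleosome in low digest mock (Wilson 95% interval 53.1 to 54.5%), 39.8% in low digest dex (39.1 to 40.5%), 65.5% in high digest mock (64.8 to 66.1%) and 59.3% in the list named high digest dex (58.6 to 60%). Under shifts the shares averaged 36.8%, 28.5%, 55.1% and 43.4%. By the rule the study applied to bound sites, coverage in at least 3 of the 4 lists, 49.5% of sites were nucleosome occupied (48.8 to 50.2%), against 33.5% under shifts. Each share was higher than in all shifts (two-sided permutation p-value 0.002, the smallest possible, and 0.002 after adjustment over the 5 tests). The use of equal list sizes moved the ratio to chance most, to 1.42 in high digest mock, from 1.19.

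This excess was not particular to the motif. Among 12 palindromes of like base composition, the ratio of observed to shifted coverage of CCANTGG ranked 7, 6, 8 and 7 from the highest in the 4 lists, and 8 for coverage in at least 3 lists. The ratio was 1.46 in low digest mock, where the control palindromes ran from 1.37 to 1.56. In high digest mock it was 1.19, with controls from 1.13 to 1.25. No exact two-sided rank p-value was below 0.833, and all were 1.0 after adjustment over 5 tests; 12 palindromes allow no p-value below 0.167. Between treatments, the ratio of CCANTGG in dex was 0.959 times that in mock at low digest, where the controls ran from 0.872 to 1.06, and 1.15 times at high digest, where they ran from 1.12 to 1.21. The motif ranked 5 and 6 from the highest in these contrasts (exact rank p-values 0.833 and 1.0).

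**Figure D4:**
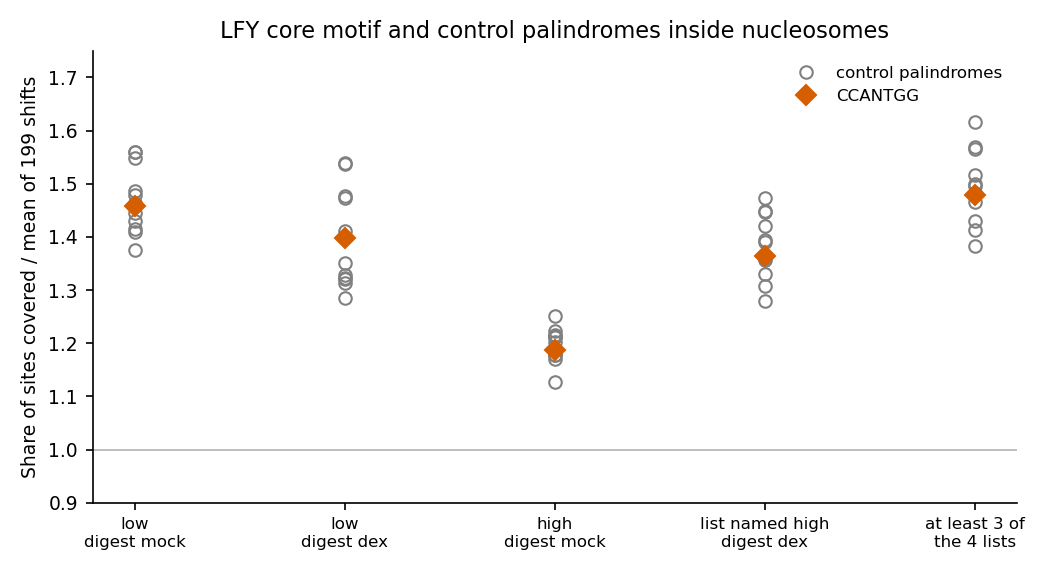
Share of sites covered by a nucleosome divided by the mean share under shifts (vertical axis, no unit; the axis starts at 0.9 and the line marks 1), for CCANTGG (orange) and 11 control palindromes (open circles) in each list and for coverage in at least 3 of the 4 lists. CCANTGG lies inside the range of the controls in each column, for example at 1.46 in a range from 1.37 to 1.56 for low digest mock.

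APETALA1 (AP1, AT1G69120), a gene that LFY activates, lies on the minus strand of chromosome 1 from 25982294 to 25986349 (TAIR10). The known LFY site GGAAGGACCAGTGGTCCGTA matched the nuclear genome once, on the minus strand of chromosome 1 from 25986509 to 25986528, in the promoter. The center of its core motif is 169 bp upstream of the annotated gene start. A listed nucleosome covered it in all 4 lists. In low digest mock this nucleosome ran from 25986432 to 25986571, with its center 17 bp from the core motif. In low digest dex it ran from 25986442 to 25986581 (7 bp), in high digest mock from 25986482 to 25986621 (33 bp), and in the list named high digest dex from 25986432 to 25986571 (17 bp). Within its list, this nucleosome had a higher occupancy than 99.6%, 99.9%, 47.8% and 99% of nuclear nucleosomes, in that order. The occupancy is the authors' own value per nucleosome, and its rank is not comparable between digests as a measure of amount.

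**Figure D5:**
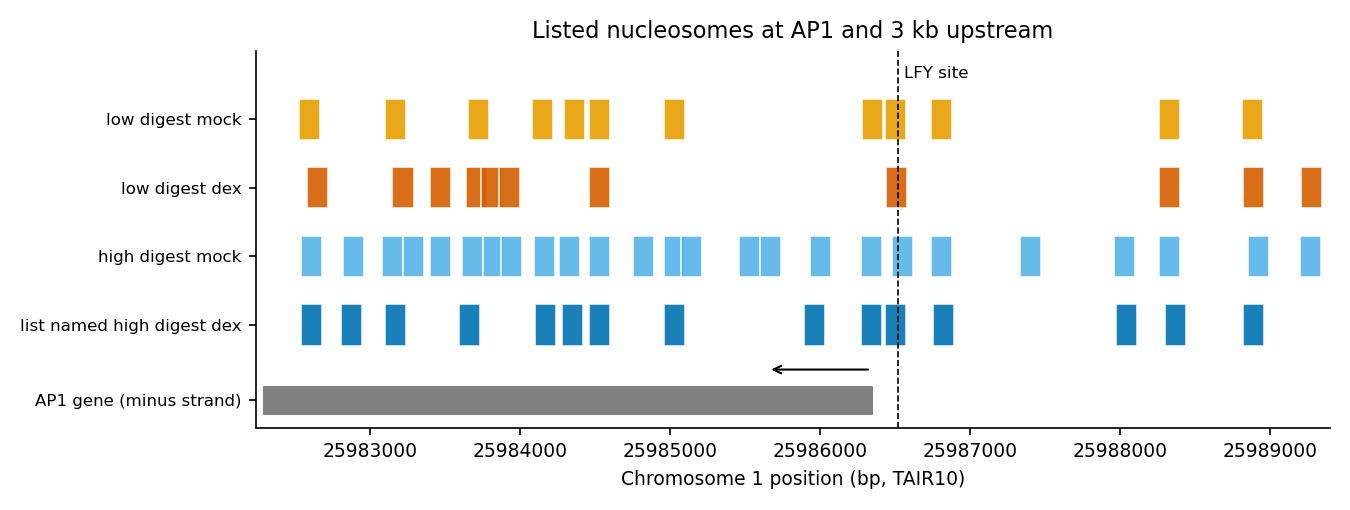
Listed nucleosomes (boxes of 140 bp, one row per list) at AP1 and 3 kb upstream, against the position on chromosome 1 (bp, TAIR10), with the annotated gene as a gray bar, its direction of transcription as an arrow and the LFY site as a dashed line. A nucleosome covers the LFY site in all 4 lists, with centers 7 to 33 bp from it.

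The 4 other loci that the study examined singly were read in the same way, from 3 kb upstream to the end of the gene. At RAX1 (AT5G37800, chromosome 5, 15036066 to 15037884, plus strand) the region held no CCANTGG, and nucleosomes covered 14.0% of the 1 kb upstream of the gene in both low digest lists and in the list named high digest dex, and 42.0% in high digest mock. At the actin gene ACT7 (AT5G09810, chromosome 5, 3052062 to 3054691, plus strand) coverage of the 1 kb upstream was 37.0% in low digest mock, 34.0% in low digest dex, 42.0% in high digest mock and 14.0% in the list named high digest dex, and 1 CCANTGG site in its coding sequence was covered in high digest mock alone. At LSH2 (AT3G04510, chromosome 3, 1215633 to 1216958, minus strand) a CCANTGG site in the promoter, at -104 bp from the gene start, was covered in high digest mock and in none of the other lists, and coverage of the 1 kb upstream was 38.7%, 36.7%, 79.0% and 40.7% in the order of lists above. At ACR7 (AT4G22780, chromosome 4, 11968272 to 11971357, minus strand) the region held no CCANTGG, and coverage of the 1 kb upstream was 45.4%, 14.0%, 14.0% and 30.4% in the order of lists above. A share of 14.0% is what 1 nucleosome of 140 bp covers in such a window, so these shares rest on few nucleosomes.

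The highest occupancies lay at a few places. In each list, a nucleosome near the end of chromosome 2, inside the noncoding RNA gene AT2G00340, had the highest nuclear occupancy or tied for it. It ran from 9972 to 10111 in low digest mock, from 9962 to 10101 in low digest dex and in the list named high digest dex, and from 9942 to 10081 in high digest mock. In low digest mock 3 nuclear nucleosomes shared the maximum of 1441, the others lying in coding sequence of AT2G07629 (chromosome 2, 3313262 to 3313401), where all 110 stretches of 31 bases also occur in organelle DNA of the reference, and AT1G23710 (chromosome 1, 8386002 to 8386141). In low digest dex 9 shared the maximum of 1440.0, among them a pair upstream of genes on chromosome 4 (2717082 to 2717221 and 2717882 to 2718021). In high digest mock 5 shared the maximum of 1471, including 2 in coding sequence of AT2G08986 on chromosome 2 (3621552 to 3621691 and 3626322 to 3626461). In the list named high digest dex the maximum was 1458, followed by 1440 in coding sequence of AT2G08986 (chromosome 2, 3626332 to 3626471) and 1404 between genes on chromosome 3 (13591972 to 13592111). Among the nucleosomes named in this paragraph, only that in AT2G07629 held stretches found in organelle DNA. The exact ties leave open an upper limit of the signal, at which nucleosomes cannot be ranked.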

Values the study reported

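The study reported 317,312 significant nucleosomes after low digest with mock treatment and 237,480 after low digest with dex, and 376,790 after high digest with dex. It counted 1177 LFY binding peaks in steroid-treated explants, and stated that 68% of LFY binding sites were occupied by a nucleosome before LFY entered the nucleus.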

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

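In this part, the Jaccard index of mitochondrial calls and the tests on base composition, list size and the calling of the low digest dex list were chosen after the results they bear on were seen.

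Calls were listed on the mitochondrial chromosome, which carries no histones and enters none of the comparisons above: 587 in low digest mock, 590 in low digest dex, 555 in high digest mock and 551 in the list named high digest dex. Their median occupancy was 10, 12, 3.61 and 3.20 times the nuclear median of the same list. In low digest mock the mitochondrial median of 1370 lay close to the list maximum of 1441, which nuclear and mitochondrial calls shared exactly. An upper limit of the signal is possible there and would hold this ratio down. One technical candidate explanation is the sequence preference of MNase on DNA without histones, which would place the same calls in every digest. Of the low digest mock calls, 89.3% (Wilson 95% interval 86.5 to 91.5%) were listed again in high digest mock, below the nuclear share of 92.7%, whereas in the opposite direction 93.3% recurred against a nuclear share of 61.8%. Within a pair of lists the nuclear share is higher where the longer list is searched, so that this comparison decides nothing. The Jaccard index of the mitochondrial calls of low and high digest mock was 0.720, against 0.432 for nuclear nucleosomes with equal list sizes. That value goes with a sequence preference, but positions where reads map uniquely would also recur in every list. Both readings cannot be told apart here, because no mappability of the mitochondrial sequence was computed. No biological explanation was tested.

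Coverage of CCANTGG relative to chance went opposite ways with dex in the digests, to 0.959 times mock at low digest and 1.15 times mock at high digest. With 1 list per condition, this difference was not tested. List size as the whole cause is argued against by the values with equal list sizes, 0.915 at low and 1.06 at high digest, which lie on opposite sides of 1 as before. A change shared by sites of like base composition had the values it needs: the median of the 11 control palindromes was 0.935 at low digest and 1.15 at high digest, and CCANTGG ranked inside their range in both. The pattern may therefore reflect which base composition each list favors rather than LFY. An effect of dex on AT-rich or GC-rich nucleosomes in general stays open and untested, as does a difference in how the lists were made.

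Nucleosomes listed only after high digest lay upstream of gene starts more often than shared ones in mock (odds ratio 1.80) and less often in dex (odds ratio 0.794). The difference between treatments was not tested for want of replicates. With equal list sizes the odds ratios were 1.755 and 0.804, which argues against list size as the whole cause. The GC explanation was that nucleosomes listed only after high digest in mock are AT-rich, as is DNA upstream of genes. Within bins of equal GC content the mock odds ratio was 0.743 (95% interval 0.718 to 0.769), on the same side of 1 as the dex value within bins, 0.640. The opposite directions are thus consistent with the GC content of the nucleosomes that each list adds. Whether the pooled calling of low digest dex contributes cannot be told apart from treatment, because a single list carries both. Against that list, high digest mock nucleosomes had an odds ratio of 1.10 (1.07 to 1.13), and nucleosomes of the list named high digest dex missing from low digest mock had 1.11 (1.07 to 1.15), so that the dex value changes side with the low digest list used (with equal list sizes the latter was 0.883). An effect of dex remains open and untested.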

How the results depend on the processing

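The alternatives counted in this part were chosen before the data were examined. For nucleosomes listed only after high digest, the bins of GC content and the swap of low digest lists were chosen later. No paired analysis was possible because the libraries of a condition share replicate numbers 1 and 2 but the lists, labelled as pooled, carry no value per replicate, and leaving out each replicate in turn could not be run for the same reason.

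The tested results named next kept their direction and their side of the threshold under the alternatives run on them. This holds for the overlap of the 6 pairs (18 alternatives, ratios to chance from 1.49 to 2.97), the coverage of CCANTGG (25 alternatives, ratios from 1.18 to 1.67), the coverage maximum at gene starts (12 alternatives, ratios from 1.12 to 1.61) and the low-only nucleosomes upstream of gene starts (6 alternatives, odds ratios from 2.64 to 8.22). The low-only odds ratios nevertheless depended on list size, with 3.96 in mock and 3.89 in dex at equal sizes. Nucleosomes listed only after high digest are not among these results, and their odds ratios did change side. The mock value moved from 1.80 to 0.743 within bins of GC content. The dex value moved from 0.794 to 1.11 when low digest mock replaced low digest dex. The permutation alternatives with 99 shifts or rotations cannot give a one-sided p-value below 0.01. List lengths changed little when mitochondrial calls were included (the longest list then held 482653) and not when identical intervals were counted once.

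The shares of nucleosomes recovered moved beyond their intervals under each alternative. With 1 bp of overlap counted as shared, they rose to 73.1% (low digest mock in low digest dex), 88.4% (low digest dex in low digest mock), 83.4% (high digest mock in the list named high digest dex), 98.2% (the reverse), 98.2% (low digest mock in high digest mock), 73.5% (the reverse), 92.9% (low digest dex in the list named high digest dex) and 67.8% (the reverse). In the same order, the requirement of 80% overlap lowered them to 39.2%, 53.7%, 50.8%, 69%, 67.0%, 40.1%, 56.5% and 33.4%. A looser or stricter rule raises or lowers the share by its construction. With equal list sizes the values were 68.5%, 68.9%, 72.6%, 72.8%, 68.7%, 68.5%, 63.8% and 63.5%, so that both directions of a pair came close to each other, which follows from lists of one length. In the higher 50% of each list by occupancy they were 48.6%, 63.7%, 60.9%, 77.7%, 73.7%, 48.7%, 57.5% and 37.0%; the cause was not tested beyond the shorter lists. Each of these shares stayed above its shift mean.

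The modal spacing moved in 1 of 8 alternatives, from 160 to 180 bp for the higher 50% of low digest mock by occupancy. These distances were already close in the whole list, at 4.75% and 4.57%, and the cause was not tested further.

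The depth of sequencing is unknown, and this limits every comparison of list length and of unadjusted shares. A nucleosome missing from a list is one that did not pass the authors' threshold there, which is not evidence that it is absent.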

Other observations

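In this part, the coverage of gene starts and the overlap of all nucleosomes as tests of the digest, the correlation of occupancy, the bins of occupancy, the high digest comparison of treatments and the window on chromosome 2 were chosen after the results they bear on were seen.

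The low digest dex list held 242926 lines. That is higher than the value quoted from the study above. This list also differed in form: its occupancies took 148 distinct values, against 3490 to 5055 in the other lists, and 9.84% of its intervals started off the 10 bp grid that the others followed to within 1.58%. The low digest dex list used here may therefore be another call than the one the study counted. This could not be checked, and it limits every low digest dex value above.

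The name field of the list named high digest dex calls it a low dex library, so a mislabelled file is a possible explanation for its values. For a further low digest dex list, overlap points both ways. Its Jaccard index with low digest dex was 0.388 at equal list sizes, below the 0.40 of high digest mock with low digest dex, but with all nucleosomes it was 0.422 against 0.388. Relative to chance the latter pair of values was 1.87 and 1.54 times the shift mean. Occupancy argues against such a list: over nucleosomes with centers within 70 bp of each other, its Spearman correlation with low digest dex was 0.118 (0.107 to 0.123 over the 5 chromosomes), below the 0.221 of high digest mock with low digest dex (0.213 to 0.235), and its highest was 0.511, with high digest mock. These ranges are over chromosomes of single lists and hold no spread between libraries. For a low digest list of either treatment the values are mixed. It covered 11.9% of gene starts at equal list sizes, as high digest mock did (11.9%), whereas the low digest lists covered 24.8% and 27.3%. With all nucleosomes it covered 32.8%, close to the 32.7% of low digest mock and below the 40.1% of high digest mock. The equal sizes keep the highest occupancies and leave low digest dex whole, so neither setting is free of the lists' own differences. Its mitochondrial occupancy, 3.20 times the nuclear median, lay near high digest mock (3.61) and away from the low digest lists (10 and 12), and organelle sequence was in 1.33% of its highest nucleosomes, against 1.66% in high digest mock and 25.2% and 22.7% in the low digest lists. Its highest Jaccard index, 0.615, was however with low digest mock. Its occupancy correlation with low digest mock, 0.376, also exceeded the 0.334 of high digest mock with low digest mock, although its highest correlation was with high digest mock. It held 376791 lines. That is close to the total quoted above for high digest with dex. A low digest list of either treatment and a high digest list cannot be told apart here, because the values are split. Overlap and gene starts with all nucleosomes, and the correlation with low digest mock, go with the one. Some values looked up later also go with it. Overlap with low digest mock at equal list sizes was 0.544, against 0.477 with high digest mock, and the AP1 nucleosome had the interval of low digest mock. The coding share lay between the low digest lists with all nucleosomes (54.9%) but above every other list at equal sizes (68.7%). The remaining values given before go with the other, and 1 list per condition gives no spread between libraries.

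Low-only nucleosomes lay upstream of gene starts more often than shared ones, with odds ratios of 3.35 in mock and 2.31 in dex. One technical explanation is that nucleosomes missing from any second list are weak calls and weak calls lie upstream of genes. Nucleosomes missing from the other treatment of the same digest had odds ratios of 0.735 (low digest mock), 1.53 (low digest dex), 2.10 (high digest mock, 95% interval 2.05 to 2.16) and 2.22 (the list named high digest dex, 2.12 to 2.32). The mock low-only interval, 3.20 to 3.5, lies above all 4, and within bins of occupancy the mock odds ratio was 3.66, so weak calls are argued against as the whole cause in mock. In dex the low-only interval, 2.22 to 2.40, overlaps that of the list named high digest dex, and the low digest dex value amounts to 0.510 of the low-only one on the log scale, just over the limit of 0.5 set for this test. The dex odds ratio within bins of occupancy was 2.55, which argues against low occupancy alone, and at equal list sizes the dex odds ratio was 3.89 (3.74 to 4.03), above the 0.702, 1.32, 2.15 and 1.54 of the same 4 comparisons of treatments. The settings thus differ for dex, and a loss that has nothing to do with digest cannot be told apart from one due to digest there, because the intervals overlap with all nucleosomes. GC content as the whole cause is argued against by the odds ratios within GC bins, 2.95 in mock and 1.42 in dex. A candidate explanation that stays open is MNase-sensitive nucleosomes upstream of genes. This is a hypothesis found and tested on the same lists, with 1 list per condition, and the different calling of the low digest dex list stays open as well. The digest of the list named high digest dex is also in doubt. If it is a low digest list, the dex low-only values do not compare digests, whereas its comparison with high digest mock does. With all nucleosomes the odds ratio moved with the high digest list used, to 2.16 for low digest mock against the list named high digest dex and 3.33 for low digest dex against high digest mock. At equal list sizes the values were 3.96 and 4.72 for low digest mock and 3.89 and 3.77 for low digest dex, against the high digest list of the same and of the other treatment, so that the mock value still moved with the high digest list, in the opposite direction.

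A few nuclear nucleosomes had occupancies as high as the mitochondrial calls. The explanation tested was that copies of organelle DNA in the nuclear chromosomes take up organelle reads. Nucleosomes holding at least 1 stretch of 31 bases identical to the mitochondrial or plastid genome of the reference made up 25.2% of the highest 0.1% of low digest mock by occupancy (80 of 317), against 0.0961% of the rest, an odds ratio of 351 (95% interval 266 to 463). In low digest dex the share was 22.7% (55 of 242, odds ratio 269, 195 to 372). In high digest mock it was 1.66% (8 of 482, odds ratio 20.4, 10.1 to 41.2) and in the list named high digest dex 1.33% (5 of 376, odds ratio 13.5, 5.57 to 32.9). Organelle reads may thus account for part of the highest low digest occupancies, and for few of the high digest ones. The nucleosome in AT2G00340, highest or tied in each list, held no such stretch. No other explanation for its occupancy was tested. The window from 3 to 4 Mb of chromosome 2 held 30.9% of the highest low digest mock nucleosomes, 26.0% for low digest dex, 10.6% for high digest mock and 10.6% for the list named high digest dex. In all, 319 to 407 nuclear nucleosomes per list held organelle sequence, too few to move the shares above. No biological explanation was tested.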
